# Transcriptome profiling unveils GAP43 regulates ABC transporters and EIF2 signaling in colorectal cancer cells

**DOI:** 10.1186/s12885-020-07728-x

**Published:** 2021-01-05

**Authors:** Xi Chen, Hongjin Wu, Jia Feng, Ying Li, Jiao Lv, Weikai Shi, Weiwei Fan, Li Xiao, Danmeng Sun, Mingfeng Jiang, Ming Shi

**Keywords:** GAP43, Colorectal cancer, RNA-seq, DNA methylation, Transcriptome profiling

## Abstract

**Background:**

The growth- and plasticity-associated protein-43 (GAP43) is biasedly expressed in indigestive system and nervous system. Recent study has shown that GAP43 is responsible for the development of neuronal growth and axonal regeneration in normal nervous tissue, while serves as a specific biomarker of relapsed or refractory neuroblastoma. However, its expression pattern and function in digestive system cancer remains to be clarified.

**Methods:**

In this study, we examined the *GAP43* status with qRT-PCR and bisulfite genomic sequencing in colorectal cancer (CRC). We investigated the effect of overexpressed GAP43 in CRC cells with RNA-seq. The RNA-seq data was analyzed with DAVID and IPA.

**Results:**

*GAP43* was downregulated in CRC compared to the adjacent tissues. DNA methylase inhibitor 5-Aza-CdR treatment could significantly induce *GAP43*, indicated that the silencing of *GAP43* gene in CRC is closely related to DNA methylation. Bisulfite genomic sequencing confirmed the promoter methylation of GAP43 in CRC. To explore the transcriptional alterations by overexpressed GAP43 in CRC, we performed RNA-seq and found that upregulated genes were significantly enriched in the signaling pathways of ABC transporters and ECM-receptor interaction, while downregulated genes were significantly enriched in Ribosome signaling pathway. Further Ingenuity Pathway Analysis (IPA) showed that EIF2 signaling pathway was significantly repressed by overexpression of GAP43.

**Conclusion:**

Our findings provide a novel mechanistic insight of GAP43 in CRC. Transcriptome profiling of overexpressed GAP43 in CRC uncovered the functional roles of GAP43 in the development of human CRC.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12885-020-07728-x.

## Background

Colorectal cancer (CRC) is one of the most common type of the digestive tract cancers and it ranks the third in the world’s cancer incidence [1]. CRC is mainly caused by genetic factors, chronic inflammation, unhealthy living habits, etc.; the geographical distribution of the disease is quite different, and the incidence of CRC is higher in developed areas [2]. China is a low-incidence area for CRC, but the incidence rate is increasing [3]. As of 2016, the number of new cases of CRC in China has exceeded 270,000 and more than 130,000 deaths [4]. As the third malignancy in China, previous researches showed that CRCs are caused by various genetic and epigenetic changes, including WNT, PI3K-Akt, GPCR, FGFR, MAPK, TGFB, and TP53 signaling pathways [5–7]. To date, the exact cellular and molecular mechanisms leading to CRC have not been systematically evaluated. Further investigation of functional genes in CRC is critical for identifying novel potential targets for CRC detection and precision treatment.

GAP43 was reported as a ‘growth’ or ‘plasticity’ protein, which was responsible for the development of neuronal growth and axonal regeneration [8–10]. Previous studies of GAP43 thus far were focused on the neuron biology. However, the role of GAP43 in human cancers, especially CRC, has not been explored to date. Previously, with the GEPIA database (http://gepia.cancer-pku.cn/), we found that the expression level of GAP43 was significantly downregulated in colorectal cancer tissues (normal versus cancer tissues), including the colon adenocarcinoma (COAD) and rectal adenocarcinoma (READ) (Supplementary Fig. S1a).

Here, we investigated the expression level of GAP43 in CRC cell lines. The mechanism of the silenced *GAP43* gene expression in CRC tissues was further studied with the analysis of its promoter methylation. Furthermore, the transcriptome alteration of GAP43-overexpressed versus control CRC cell line was analyzed with RNA-seq. Taken together, we disclosed the potential functions of GAP43 in the development of human CRC.

## Methods

### Cell culture and transfection

The CRC cell lines HCT116 (Resource number: 3131C0001000700099), SW620 (Resource number: 3131C0001000700101), SW480 (Resource number: 3131C0001000700086), HT-29 (Resource number: 3131C0001000700103), DLD-1 (Resource number: 3131C0001000700134) were cultured in RPM1640 medium supplemented with 10% fetal calf serum and 2 mM L-glutamine. All CRC cell lines used in this study were originally purchased from the Type Culture Collection of the Chinese Academy of Sciences, Shanghai, China. Normal colorectal epithelial cell line NCM460 (Resource number: CVCL_0460, INCELL) was kindly provided by Dr. Ming Liu, Harbin Medical University, China. NCM460 was cultured in DMEM medium supplemented with 10% fetal calf serum and 2 mM L-glutamine. All cell lines were authenticated by short tandem repeats (STR) analysis. All cell lines have been tested for mycoplasma contamination, and no contamination was found. SW620/GAP43 cell (SW620 cell overexpressing GAP43 protein) was generated by stabilizing a GAP43-expression plasmid that confers neomycin resistance in SW620 cell.

### Patient samples

The collection of three paired CRC samples used for quantitative Real-Time PCR, patient consent, and patient recruitment followed Institutional Review Board protocols from Hangzhou Cancer Hospital. The clinical information of these colorectal cancer tissues was listed in Supplementary Table S6. The study has been approved by the Research Ethics Committee of Hangzhou Cancer Hospital (Hangzhou, P. R. China; approval number HZCH-2018-02). All written informed consents have been provided by the patients, and to be conducted in accordance with the Declaration of Helsinki.

### Quantitative real-time PCR (qRT-PCR)

Quantification of mRNA expression was performed with SYBR Green PCR Master Mix on an ABI 7500 real-time PCR system (Foster City, CA, USA). GAPDH was considered as an internal control. The qRT-PCR procedure was recommended according to the protocol. Primers for qRT-PCR are described in Supplementary Table S7.

### Bisulfite DNA sequencing

Bisulfite DNA sequencing was performed as previously described [11]. Briefly, the bisulfite modification of DNA was performed according to the protocol of the methylSEQr™ Bisulfite Conversion Kit (Applied Biosystems, Shanghai, CN). The bisulfite-treated DNA was amplified using nested PCR using the primers described in Table S1. The amplified bisulfite-treated DNA was sequenced and compared to the original sequence of the *GAP43* gene.

### RNA-seq library preparation and sequencing

Total RNA was isolated from 4X10^6^ GAP43 overexpressed and control SW620 cells using RNeasy Mini Kit (Qiagen, Valencia, CA). Total RNA integrity was checked using an Agilent 2100 Bioanalyzer (Agilent Technologies, Inc., CA, USA) with an RNA integrity number (RIN) value greater than 8. The mRNA was purified and fragmented from total RNA (2 μg) using poly-T oligo attached magnetic beads with two rounds of purification. Then the cleaved RNA fragments were primed with random hexamers and were reverse transcribed into first-strand cDNA using reverse transcriptase and random primers. The RNA template was removed and synthesized a replacement strand to generate double-strand cDNA. End repair, A-tailing, adaptor ligation, cDNA template purification and enrichment were then performed. Constructed libraries were sequenced with 150 bp paired-end by an Illumina X10 sequencer, following manufacturer’s instructions.

### Database for annotation, visualization and integrated discovery (DAVID) and ingenuity pathway analysis (IPA)

DAVID (http://david.abcc.ncifcrf.gov), Functional Annotation Bioinformatics Microarray Analysis was used to identify significantly enriched gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) terms among the given list of genes that are differentially expressed in GAP43 overexpressed and control HCT116 cells. Statistically overrepresented GO and KEGG categories with *p*-value≤0.05 were considered significant. For IPA, different expressional genes (DEGs) were submitted to IPA software (Qiagen bioinformatics, Ingenuity Pathway Analysis), the canonical pathways were considered significant with *p*-value≤0.05 and z-score ≥ 1 or z-score ≤ − 1.

### Statistical analysis

Statistical data were represented as mean ± standard deviation from at least three independent experiments. Genes expression were statistically analyzed by two-way repeated measures ANOVA. All graphs were plotted and analyzed with GraphPad Prism 7 software.

## Results

### GAP43 is expressed in human colon tissues, but not in colorectal cancer cells

According to the RNA-seq data from normal tissues of 95 human individuals [12], *GAP43* gene is biasedly expressed in brain, adrenal, gall bladder, heart, placenta, prostate, salivary gland and a series of indigestive tissues, including duodenum, small intestine, colon and appendix (Fig. 1a). As previous observation of the downregulated *GAP43* in CRC, we hypothesize that GAP43 may play role on the development of CRC. To investigate the expression level and mutations of GAP43 in CRC tissues, we analyzed the publicly available databases (cBioPortal, Oncomine). In cBioPortal database, we found that GAP43 was mutated in CRC cancer tissues with the 1–3% frequency (Supplementary Fig. S1b), and in Oncomine, compared with normal colorectal tissues, we found that the expression of GAP43 was significantly repressed in CRC tissues (Supplementary Fig. S1c). Further validations were performed with Quantitative real-time PCR (qRT-PCR) in 3 paired CRC tissues and the corresponding adjacent non-tumor tissues, 1 normal colorectal epithelial cell line NCM460 and 5 CRC cell lines HCT116, SW620, SW480, HT29, DLD-1 (Fig. 1b). The results showed that GAP43 was significantly down-regulated in these 3 CRC tissues and 5 CRC cell lines, compared to normal tissues and normal colon cell, respectively. Thus, these data indicated that *GAP43* gene was expressed in human normal colon tissues, but significantly down-regulated in CRC.

**Fig. 1:**
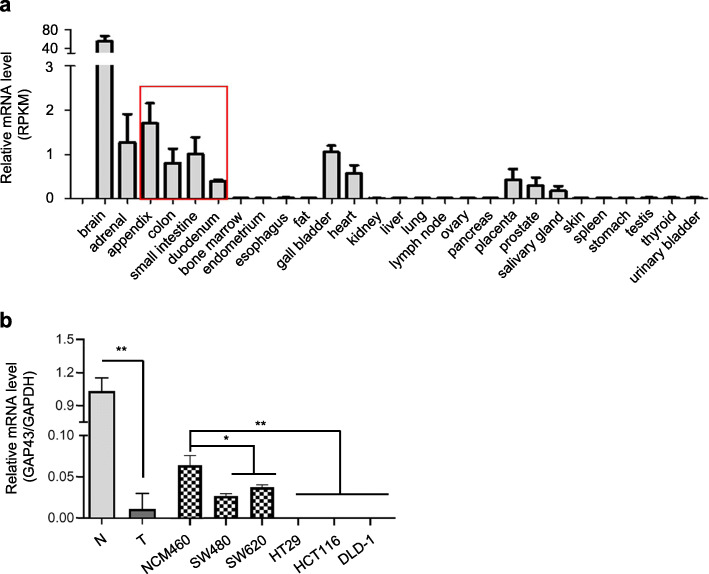
GAP43 expression levels are detected in normal human tissues and colorectal cancer cell lines. **a** Relative mRNA levels are analyzed, according to the RNA-seq data from normal tissues of 95 human individuals. **b** qRT-PCR was performed in five CRC cell lines HCT116, SW620, SW480, HT29, DLD-1and 2 human adjacent non-cancer tissues. The relative mRNA levels are analyzed. The results represent at least three independent experiments and are reported as mean ± SEM. *p < 0.05

### GAP43 level is repressed in CRC due to aberrant promoter methylation

To investigate the mechanisms involved in the silencing of *GAP43* gene in CRC, we investigated the DNA methylation and mRNA expression data of GAP43 from CRC tissue of the TCGA database. The results showed that the downregulated expression of GAP43 may due to the hyper DNA methylation of its promoter regions in CRC tissues (Supplementary Fig. S2).

To demonstrate that silencing of GAP43 expression in CRC cells is caused by the methylation of its promoter, we treated SW620 cells with the DNA demethylating agent 5-Aza-CdR. As shown in Fig. 2a, mRNA level of GAP43 was significantly increased after the treatment of SW620 cells with high concentrations of 5-Aza-CdR for 72 h. When SW620 cells were treated with 10 μM 5-Aza-CdR, the mRNA level of GAP43 was significantly increased with the increasing treatment time (Fig. 2b). To further confirm the DNA methylation in the GAP43 promoter of CRC cells, we performed bisulfite genomic sequencing to analyze the methylation status of the GAP43 promoter in CRC cell lines SW620 and HCT116. The promoters of HAND1 M1 and HAND1 M2 have been known to be highly methylated [13], and the promoters of ABCC1 and ABCG2 are rarely methylated [14]. Thereby, we take them as positive or negative controls in bisulfite genomic sequencing analysis, respectively (Fig. S3). The results showed that in the CRC, multiple CpG islands in the promoter region of the *GAP43* gene were methylated (Fig. 2c). These results show that the downregulation or silencing of GAP43 in CRC is associated with its promoter methylation.

**Fig. 2:**
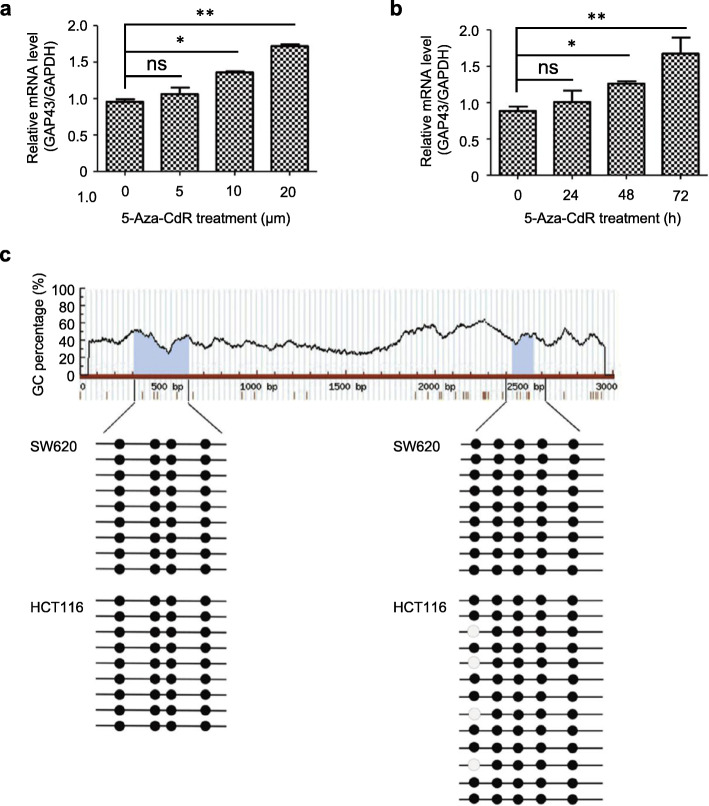
Silencing of *GAP43* gene is due to aberrant promoter methylation. **a** SW620 cells were treated with the indicated concentration of DNA demethylating agent 5-Aza-CdRfor 72 h, or **b** SW620 cells were treated with 10 μM 5-Aza-CdR for indicated treatment time (0, 24, 48, 72 h), and then mRNA levels of GAP43 were analyzed by qRT-PCR. **c** Bisulfite genomic sequencing was performed to analyze the methylation status of the GAP43 promoter in CRC cell lines SW620 and HCT116. Multiple CpG islands in the promoter region of the *GAP43* gene were analyzed. The results represent at least three independent experiments and are reported as mean ± SEM. *p < 0.05, **p < 0.001

### Identification of transcriptome alterations in GAP43 overexpressed CRC cells through RNA-seq

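SW620 is a colorectal cancer cell line grown from a lymph node metastasis, and GAP43 is a membrane-associated protein best known from neuronal growth cones. RNA-seq covered 2 libraries from SW620 cells stably transfected with GAP43 and 2 libraries from control SW620 cells, at passages 12 to 15. The plasmid confers neomycin resistance, and the paper does not say whether control cells carried an empty plasmid or were selected. Effects of the plasmid and of selection therefore cannot be told apart from those of GAP43. In the deposited values, GAP43 itself (ENSG00000172020, chromosome 3 from 115623324 to 115721490) had 4.40 and 4.14 FPKM in the control libraries and 16.3 and 9.89 FPKM in the GAP43 libraries. The authors purified poly(A) RNA, primed cDNA with random hexamers, sequenced paired ends and deposited FPKM values (fragments scaled to the length of the gene model and to the library) for 33845 genes. The submitters' processing notes name TopHat2 2.0.13, Cufflinks 1.1, Cuffdiff and the build hg19, whereas 33057 of the gene IDs were found in GENCODE release 29 of GRCh38 and 96.5% of these had the same start there, so coordinates are given as GRCh38. The values were compared as log2(FPKM + 1) with limma, over genes with a mean of at least 1 FPKM in the 4 libraries, with Benjamini-Hochberg adjustment. This scale understates the fold change of low genes. Tests, filter and gene lists were set before the data were examined but after the paper's supplementary tables had been read, so genes reported there could enter a list, and the number of tested members that Table S2 also holds is given where each list is reported. Lists were tested with limma's camera at a preset inter-gene correlation of 0.01. With an estimated correlation the test had little power on 4 libraries, since lists whose estimate lay near 0.01 lost their call too. A call lost in that setting therefore decides neither way. No source used here states that the libraries came from separate cultures, so p-values measure the spread between these samples, which may be technical, and an exact permutation test of 2 against 2 cannot go below p = 0.333.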

As GAP43 expression is silenced in CRC cells, in order to investigate the transcriptome alterations, we performed RNA-seq on GAP43-overexpressed SW620 cells and control SW620 cells. 

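Table S1 lists 29592937 and 25180040 clean reads for GAP43 replicates 1 and 2 and 28506301 and 27436701 for the control replicates, which are the paper's values. The FPKM of a gene multiplied by the length of its gene model came out as a whole multiple of 1 fragment (within 0.01) for 100% of the values above 0 in each library, so fragment counts could be recovered. Their sums were 21883137 and 17473071 fragments in the GAP43 libraries and 21296930 and 20843857 in the control libraries. Genes of the mitochondrial genome took 4.93% and 6.78% of fragments in the GAP43 libraries and 4.25% and 3.68% in the control libraries. Genes of cytosolic ribosomal proteins took 8.03% and 5.83% of fragments in the GAP43 libraries against 8.68% and 9.40% in the control libraries. GAP43 replicate 2 had the fewest fragments and the most genes above 0 FPKM (27549, against 25581 to 26989 in the other libraries).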

For transcriptome analysis, we acquired valid RNA-seq data from stable transfected GAP43 (29,592,934 bp and 25,180,042 bp) and control (28,506,301 bp and 27,436,701 bp) SW620 cells with Q30 > 90%, respectively (Supplementary Table S1). 

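A mean of at least 1 FPKM was reached by 13507 genes, of which 10692 are protein-coding. FILIP1L, KRT6A, S100A14, ATF4 and ATF5 passed this filter. ABCB1 and ABCG2, drug efflux pumps, ABCB4, a phospholipid transporter, COL27A1, a fibrillar collagen, and COMP, a cartilage matrix protein, did not, and their values come from a fit without the filter. ABCB4 had 0.0695 and 0.0414 FPKM in the control libraries and 0.145 and 0.561 FPKM in the GAP43 libraries. Of the 1056 genes of Table S2, 877 were tested and 179 lay below this mean.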

For more accurate results, the RNA-seq data was filtered with estimated FPKM values less than 1.0. 

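The transfected gene was higher in both GAP43 libraries, at 13.1 ± 4.54 FPKM (SD, n = 2) against 4.27 ± 0.186 FPKM (SD, n = 2) in the control libraries. This is a log2 fold change of 1.38 (standard error 0.24) with an unadjusted p of 0.00117 by limma and an adjusted p of 0.692. The values sum reads over the gene and do not separate the introduced copy from the cell's own. Of protein-coding genes, 312 were lower and 132 higher at an unadjusted p under 0.05. Antisense RNA genes gave 55 higher and 6 lower, and lincRNA genes 61 higher and 4 lower. The median antisense gene differed from the control mean by 0.07 on the log2 scale in GAP43 replicate 1 and by 0.36 in GAP43 replicate 2. The library preparation is described without strand marking, so reads of an antisense gene and its partner cannot be told apart. GAP43 replicate 2 stood apart from the other libraries. Across genes, which are not independent replicates, its log2 values had Pearson correlations of 0.940 to 0.952 with the others, while GAP43 replicate 1 reached 0.982 with control replicate 1 and the control libraries 0.980 with each other. The first principal component, with 64.4% of the variance, placed GAP43 replicate 2 at 41.6 and the other libraries between -23.2 and -7.60.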

Ultimately, with statistical analysis (Volcano plot), we found that the transcriptome of stable transfected GAP43 were significantly different from control SW620 cells (Fig. 3a). Totally 1056 differentially expressed genes (DEGs) were identified in stable transfected GAP43 compared with control SW620 cells. Among these genes, 474 genes were upregulated and 582 genes were downregulated, including upregulated FILP1L (WNT suppressor) [15], downregulated KRT6A (wound healing and epithelial migration) [16] and S100A14 (cell proliferation and cell migration) [17–20], et al. (Supplementary Table S2) (*p*-value< 0.05). 

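Genes whose GAP43 libraries both lay above both control libraries numbered 2309, and 3259 lay below, where 1 in 6 of the 13507 genes tested, or 2251, is given by chance in each direction. Below both controls lay 73 of 79 cytosolic ribosomal protein genes, 50 of 58 ribosome biogenesis genes and 22 of 28 mitochondrial import genes, lists that no longer passed with an estimated correlation (camera adjusted p = 0.608, 0.608 and 0.608). By limma no gene passed an adjusted p under 0.05 in either direction, and at an unadjusted p under 0.05 412 genes were higher and 383 lower, 795 in all, where chance gives 675. With FPKM divided by its sum in each library the split was 577 higher and 213 lower. Voom on the recovered fragments, chosen after seeing the data, also called no gene at an adjusted p, and 266 higher and 618 lower genes at an unadjusted p. Of the Table S2 genes tested, all 877 had the sign given there and 440 passed an unadjusted p under 0.05 by limma. Table S2 was made from the same libraries, so this is not independent evidence. GAP43 replicate 2 had the highest of the 4 values for 426 of its 474 higher genes and the lowest for 524 of its 582 lower genes. Without GAP43 replicate 2, 325 genes were higher and 382 lower at an unadjusted p, and without GAP43 replicate 1, when the lone library was assumed to vary like the controls, 1565 and 2513. Without control replicate 2, the numbers were 270 and 77, and without control replicate 1 409 and 231, with 11 higher and 4 lower genes at an adjusted p.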

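FILIP1L (ENSG00000168386, chromosome 3 from 99830141 to 100114513), which the paper ties to WNT signaling, was 3.37 times as high in GAP43 overexpressed cells, at 7.20 ± 0.545 FPKM (SD, n = 2) against 2.14 ± 0.00305 FPKM (SD, n = 2). S100A14, a small calcium-binding protein of epithelia (chromosome 1 from 153614255 to 153616986), had 20.2 and 40.2 FPKM in the control libraries and 10.4 and 9.83 FPKM in the GAP43 libraries. KRT6A, a keratin of activated epithelium (chromosome 12 from 52487174 to 52493257), had 1.31 and 2.63 FPKM in the control libraries and 0.418 and 0.297 FPKM in the GAP43 libraries. Their log2 fold changes were 1.38 (standard error 0.16) for FILIP1L, -1.41 (standard error 0.32) for S100A14 and -1.09 (standard error 0.30) for KRT6A. The unadjusted p by limma was 1.1e-04, 0.00411 and 0.00996, and the adjusted p was 0.692 for each. Control replicate 2 had the highest value of the 4 libraries for S100A14 and KRT6A. Of 33 tested genes of keratins, S100 proteins and squamous epithelium, of which 13 also stand in Table S2, 7 were lower and 1 was higher at an unadjusted p under 0.05, with none at an adjusted p and none when adjusted over the list alone. Among them S100A2 had 24.7 and 38.2 against 18.0 and 11.1 FPKM (controls against GAP43), while the hair keratin KRT83 had 5.74 and 4.17 against 9.97 and 13.8 FPKM. The list's median log2 fold change was -0.43, -0.17 in GAP43 replicate 1 and -0.65 in GAP43 replicate 2 (camera adjusted p = 7.7e-04; adjusted p = 0.608 with an estimated correlation). Without control replicate 2 it was -0.23 (camera adjusted p = 0.178), KRT6A -0.77 (limma, unadjusted p = 0.112) and S100A14 -0.93.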

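Besides FILIP1L and GAP43, the protein-coding genes with the smallest p among those higher in both GAP43 libraries were PDP1, TNFAIP2, YPEL3, KRT83, C10orf54, SBSPON, CALCOCO1 and CLIC3. PDP1, the phosphatase that activates pyruvate dehydrogenase, had 10.0 and 7.32 FPKM in the control libraries and 19.0 and 19.6 FPKM in the GAP43 libraries, and TNFAIP2, a gene induced by tumor necrosis factor, 4.44 and 3.84 against 8.02 and 8.96 FPKM (controls against GAP43). YPEL3, a growth-suppressing gene, had 1.97 and 1.61 against 4.85 and 4.09 FPKM, and CLIC3, a chloride channel family member, 13.9 and 13.4 against 30.1 and 21.4 FPKM. Those lower besides S100A14 were HSD17B8, CMSS1, TIMM9, NDUFAF3, SDSL, HBQ1, SLPI, COMMD7 and MRPL12. SLPI, a secreted protease inhibitor, had 26.1 and 21.5 against 13.2 and 7.65 FPKM, and HSD17B8, an enzyme of mitochondrial fatty acid synthesis, 11.4 and 10.9 against 5.50 and 5.64 FPKM. TIMM9, NDUFAF3 and MRPL12 encode a mitochondrial import chaperone, a complex I assembly factor and a mitochondrial ribosomal protein, and had 10.0 and 10.2 against 5.38 and 5.84 FPKM, 12.8 and 13.3 against 7.73 and 7.14 FPKM and 15.8 and 14.0 against 7.28 and 9.32 FPKM. Log2 fold changes ran from 0.65 to 1.11 for the higher and from -1.15 to -0.66 for the lower genes named here, at unadjusted p of 0.00109 to 0.00680 by limma and an adjusted p of 0.692 for each. CALCOCO1 no longer passed without control replicate 1, SBSPON without control replicate 2 and COMMD7 without either (limma, unadjusted p = 0.0917, 0.0522, 0.0586 and 0.0548). FILIP1L lies on the minus strand inside CMSS1 (chromosome 3 from 99817834 to 100178603, plus strand), which had 14.7 and 15.9 against 8.86 and 7.38 FPKM, and reads in the shared stretch cannot be assigned without strand.

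**Figure D1:**
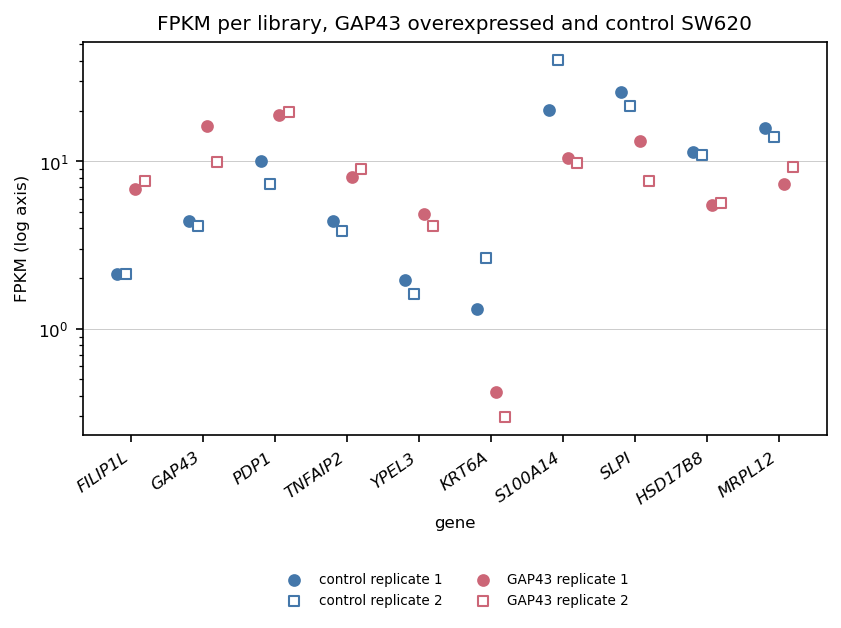
FPKM on a log axis of 10 genes in each of the 4 libraries, with circles for replicate 1, squares for replicate 2, blue for control and red for GAP43. FILIP1L lies near 2.14 FPKM in both control libraries and at 6.82 and 7.59 FPKM in the GAP43 libraries, and no gene shown has overlapping groups.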

The heatmap for some significantly altered genes by overexpressed GAP43 was shown in Fig. 3b. According to cellular functional categorization, significantly upregulated genes were classified as follows: transport (*p*-value = 2.60*E-04); glucose homeostasis (*p*-value = 5.51*E-04); retinoid metabolic process (*p*-value = 8.78*E-04); peripheral nervous system development (*p*-value = 8.93*E-04); extracellular matrix organization (*p*-value = 1.05*E-03). 

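Among genes of transport, SLC7A8, a carrier of neutral amino acids, was higher in both GAP43 libraries, with 22.5 and 19.9 FPKM in the control libraries and 34.0 and 34.5 FPKM in the GAP43 libraries, and SLC38A3, a glutamine carrier, had 1.39 and 1.21 against 2.08 and 5.97 FPKM (controls against GAP43). SLC6A8, the creatine carrier, was lower, with 18.8 and 16.6 against 12.4 and 12.8 FPKM. Of 21 tested solute carriers of amino acids and related molecules, of which 6 also stand in Table S2, 2 were higher and 1 lower at an unadjusted p under 0.05 by limma, none at an adjusted p and none when adjusted over the list alone. Their median log2 fold change was -0.15, with -0.12 in GAP43 replicate 1 and -0.06 in GAP43 replicate 2 (camera adjusted p = 0.803). Among nervous system genes, NGFR, the low-affinity neurotrophin receptor, had 7.71 and 4.88 against 13.4 and 45.1 FPKM, and GFRA3, a receptor for the ligand artemin, 11.3 and 16.0 against 20.0 and 35.4 FPKM. Of 18 tested neuronal and neuroendocrine genes, of which 6 also stand in Table S2, these were the 2 higher at an unadjusted p, with log2 fold changes of 1.85 (standard error 0.53) and 0.94 (standard error 0.31), and none was lower. None passed an adjusted p over all genes or over the list alone. The list's median was 0.04, 0.14 in GAP43 replicate 1 and -0.17 in GAP43 replicate 2 (camera adjusted p = 0.187). Without GAP43 replicate 2 it was 0.14 (camera adjusted p = 0.00298), and over protein-coding genes alone the camera adjusted p was 0.0291. With an estimated correlation over the 4 libraries the adjusted p was 0.608.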

The significantly downregulated genes were classified as follows: translation (*p*-value = 8.02*E-56); SRP-dependent cotranslational protein, targeting to membrane (*p*-value = 2.98*E-54); nuclear-transcribed mRNA catabolic process, nonsense-mediated decay (*p*-value = 3.62*E-50); rRNA processing (*p*-value = 1.92*E-49); translational initiation (*p*-value = 7.24*E-49) (Supplementary Table S3).

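Genes of the cytosolic ribosome, which makes the cell's proteins, were lower in the GAP43 libraries as a group. Of 79 tested cytosolic ribosomal protein genes (52 also in Table S2), 78 had a log2 fold change below 0 and 5 passed an unadjusted p under 0.05 by limma, none an adjusted p and none when adjusted over the list alone. RPL10 had 199 and 234 FPKM in the control libraries and 128 and 89.1 FPKM in the GAP43 libraries, a log2 fold change of -1.01 (standard error 0.27), and RPS29 had 69.9 and 74.1 against 45.2 and 43.2 FPKM (controls against GAP43), -0.69 (standard error 0.19). Ribosomal protein genes have many pseudogenes that can share their reads. The list's median was -0.55, -0.24 in GAP43 replicate 1 and -0.84 in GAP43 replicate 2 against the control mean, with control replicate 2 higher than control replicate 1 by 0.21 (camera adjusted p = 4.2e-16; adjusted p = 0.608 with an estimated correlation). Ribosome biogenesis genes (25 of 58 in Table S2) had a median of -0.41, with -0.27 in GAP43 replicate 1 and -0.48 in GAP43 replicate 2, with 15 lower and none higher at an unadjusted p (camera adjusted p = 2.2e-14; adjusted p = 0.608 with an estimated correlation). DKC1, which modifies rRNA, had 71.1 and 67.6 against 50.8 and 36.9 FPKM. Translation initiation factors (8 of 39 in Table S2) had a median of -0.34, with -0.19 in GAP43 replicate 1 and -0.49 in GAP43 replicate 2, with 2 lower, EIF6 at 117 and 139 against 84.6 and 78.5 FPKM and EIF2B3 (camera adjusted p = 2.1e-07; adjusted p = 0.608 with an estimated correlation). No gene of these lists passed when adjusted over the list alone. Housekeeping genes had a median of -0.32, -0.11 in GAP43 replicate 1 and -0.52 in GAP43 replicate 2, over 26 genes, 1 of them in Table S2 (camera adjusted p = 8.5e-04; adjusted p = 0.608 with an estimated correlation). Dividing FPKM by its sum in each library moved the median of all genes tested from -0.04 to 0.07 and that of the cytosolic ribosomal proteins to -0.43. Abundant protein-coding genes outside the cytosolic ribosome were lower too, with a median of -0.38 at a mean of 100 FPKM or more and -0.27 at 30 to 100 FPKM. Camera compares a list with all genes tested, so its p-values do not separate these lists from that shift.

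**Figure D2:**
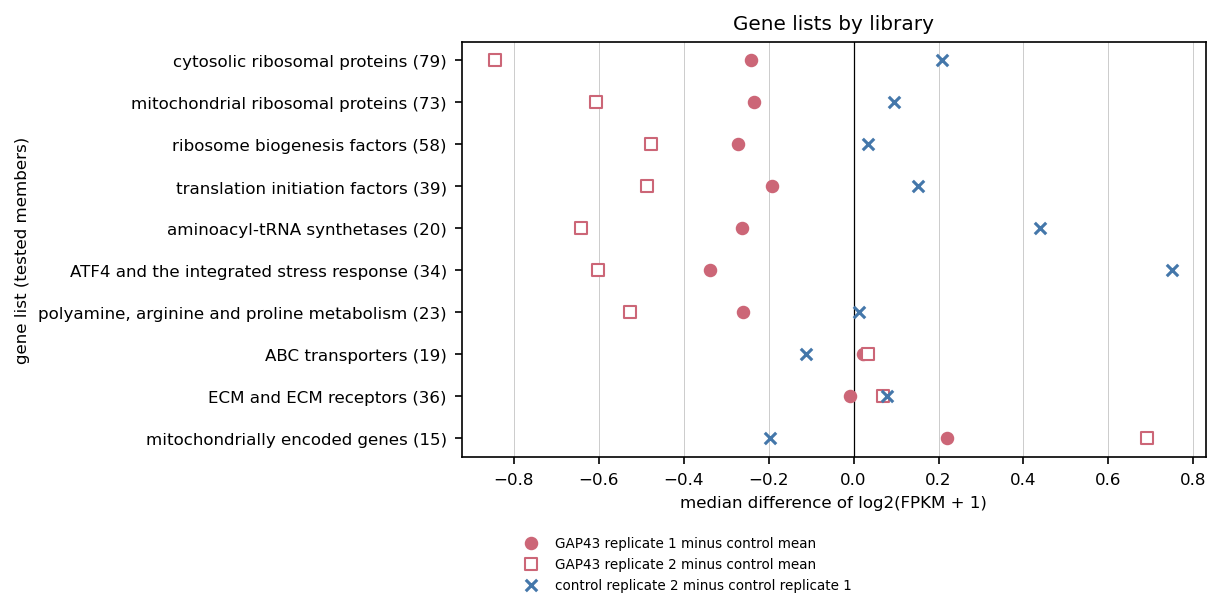
Median difference of log2(FPKM + 1) over the tested members of 10 gene lists, with red circles for GAP43 replicate 1 and red open squares for GAP43 replicate 2, each minus the control mean, and blue crosses for control replicate 2 minus control replicate 1. For cytosolic ribosomal proteins the values are -0.24, -0.84 and 0.21, and for ABC transporters 0.02, 0.03 and -0.11.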

**Fig. 3:**
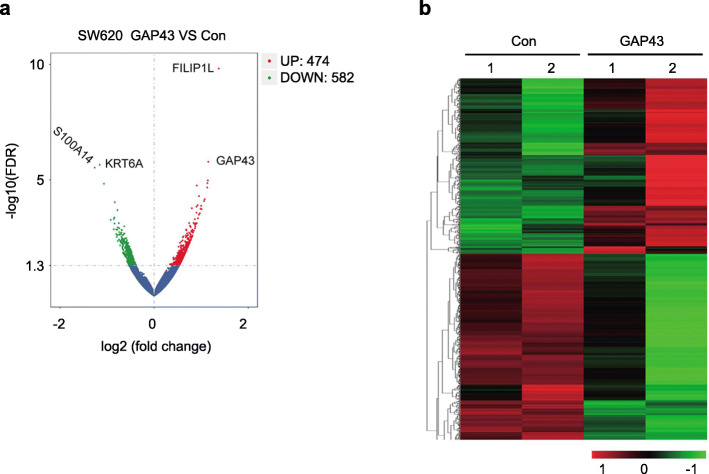
Heatmap and volcano plot. **a** The volcano plot was constructed by plotting the negative log of the log10 FDR value on the y-axis. These results in data points with low log10 FDR values (highly significant) appearing toward the top of the plot. The x-axis is the log (fold change) between GAP43-overexpressed and control SW620 cells. **b** The heatmap of up- and down-regulated genes in red and green, respectively

### Transcriptome analyses of GAP43-overexpressed CRC cells through DAVID and IPA

After bioinformatics analysis of RNA-seq data, the upregulated or downregulated genes in GAP43 stable transfected SW620 cells were summarized. We submitted these genes to DAVID (a web-based high-throughput functional genomics analysis tool) for systematically clustering these genes. In GOTERM_BP_FAT category, we identified significantly enriched GO terms that characterized GAP43 stable transfected SW620 cells. In total, 24 subcategories (*p*-value< 0.01) were found among upregulated genes and 38 subcategories (*p*-value< 0.01) among downregulated genes (Supplementary Table S3). Among the up-regulated genes, we found that cell membrane proteins were significantly enriched, such as transport (*p*-value = 2.60*E-04) and extracellular matrix organization (*p*-value = 0.001); while among down-regulated genes, protein translation related genes were significantly enriched. 

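COL9A3, a chain of a cartilage collagen, was higher in both GAP43 libraries, with 11.1 and 8.51 FPKM in the control libraries and 15.8 and 17.0 FPKM in the GAP43 libraries, and CD44, the hyaluronan receptor, was lower, with 1.98 and 2.46 against 1.37 and 0.642 FPKM (controls against GAP43). Their log2 fold changes were 0.69 (standard error 0.19) and -0.71 (standard error 0.26), at unadjusted p of 0.0101 and 0.0333 by limma and an adjusted p of 0.692 for both. Of 36 tested genes of the extracellular matrix and its receptors, of which 6 also stand in Table S2, COL9A3 was the 1 higher and CD44 the 1 lower gene at an unadjusted p under 0.05, and none passed an adjusted p over all genes or when adjusted over the list alone. The median log2 fold change was 0.04, with -0.01 in GAP43 replicate 1 and 0.07 in GAP43 replicate 2 (camera adjusted p = 0.287). Among the 412 higher genes this list was not over-represented, with 1 of its genes found (Fisher's exact test, one-sided, adjusted p = 1). Over protein-coding genes alone it was, with 4 found (Fisher's exact test, adjusted p = 0.0193), as it was with library weights, with 4 found (adjusted p = 0.0415). These weights were 0.584 for each GAP43 library and 1.71 for each control library, so they did not set GAP43 replicate 2 apart from replicate 1.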

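The ABC transporter genes of Table S4 were higher in GAP43 replicate 2 than in the other 3 libraries. ABCB1 (P-glycoprotein, a drug efflux pump, chromosome 7 from 87503633 to 87713323) had 0.384 and 0.437 FPKM in the control libraries and 0.477 and 1.91 FPKM in the GAP43 libraries, and ABCG2, another drug efflux pump, 0.274 and 0.480 against 0.421 and 1.52 FPKM (controls against GAP43). ABCC6 had 0.802 and 0.623 against 0.666 and 2.80 FPKM, ABCA2 6.34 and 5.20 against 5.93 and 15.3 FPKM and ABCA7 7.57 and 6.04 against 7.95 and 15.1 FPKM. For ABCC6, ABCA2 and ABCG2, GAP43 replicate 1 lay within the range of the controls. The log2 fold changes were 0.63 (standard error 0.30) for ABCA7, 0.66 (standard error 0.39) for ABCA2 and 0.56 (standard error 0.41) for ABCC6, at unadjusted p of 0.0771, 0.140 and 0.220 by limma. Without GAP43 replicate 2 these were 0.20, 0.04 and -0.04, and without GAP43 replicate 1 1.05, 1.27 and 1.15 (limma, unadjusted p = 0.00209, 7.2e-04 and 0.00360). The log2 fold changes of ABCB1, ABCG2 and ABCB4, from the fit without the filter, were 0.56, 0.46 and 0.34, at unadjusted p of 0.212, 0.234 and 0.108 by limma. Of the ECM-receptor genes of Table S4, LAMA5, LAMB2, ITGA7 and HSPG2, which encode laminin chains, an integrin and perlecan, lay above both controls in both GAP43 libraries, with 25.2 and 23.5 against 29.8 and 41.7 FPKM for LAMA5 and 17.1 and 13.7 against 19.0 and 32.4 FPKM for LAMB2. ITGA7 had 11.7 and 8.36 against 12.7 and 22.1 FPKM and HSPG2 29.2 and 25.5 against 30.7 and 59.8 FPKM. Unadjusted p by limma ran from 0.0507 to 0.0970 for these 4, and their median was 0.29 in GAP43 replicate 1 and 1.06 in GAP43 replicate 2. COMP and COL27A1, below 1 FPKM on average, had 0.519 and 0.501 against 0.614 and 1.98 FPKM and 0.562 and 0.351 against 0.535 and 1.62 FPKM. The study chose both lists on these samples, so their direction is not independent evidence.

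**Figure D3:**
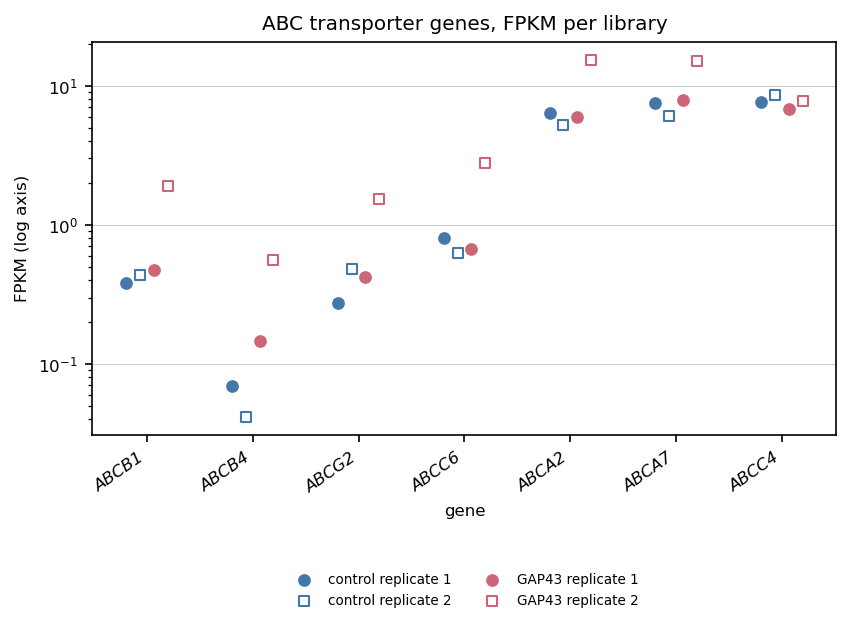
FPKM on a log axis of 7 ABC transporter genes in each of the 4 libraries, with circles for replicate 1, squares for replicate 2, blue for control and red for GAP43. GAP43 replicate 2 is the highest value for ABCB1, ABCB4, ABCG2, ABCC6, ABCA2 and ABCA7, and lies at 7.74 FPKM for ABCC4, between the control libraries.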

In KEGG_PATHWAY category, we found that the upregulated genes were clustered into 6 subcategories (*p*-value< 0.05, 1 subcategories with *p*-value< 0.01), including ABC transporters (*p*-value = 0.001) and ECM-receptor interaction (*p*-value = 0.019) (Fig. 4a). While the down-regulated genes were clustered into 12 subcategories (*p*-value< 0.05, 10 subcategories with *p*-value< 0.01) (Fig. 4b), including ribosome (*p*-value = 2.98*E-62); biosynthesis of antibiotics (*p*-value = 6.87*E-08); biosynthesis of amino acids (*p*-value = 3.11*E-05); arginine and proline metabolism (*p*-value = 1.35*E-04); metabolic pathways (*p*-value = 1.61*E-04) (Supplementary Table S4). These results showed that overexpressed GAP43 may influence the membrane transporters, and then repress the cancer cells’ metabolism and cause the repression of proliferation, invasion and migration effects in CRC cells.

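Mitochondrial ribosomal protein genes were lower together with the cytosolic ones. Of 73 tested (26 also in Table S2), 19 were lower and none higher at an unadjusted p under 0.05 by limma, with MRPL1 at 24.8 and 34.5 FPKM in the control libraries and 17.6 and 13.8 FPKM in the GAP43 libraries. Their median log2 fold change was -0.42, -0.23 in GAP43 replicate 1 and -0.61 in GAP43 replicate 2 (camera adjusted p = 1.5e-15; adjusted p = 0.608 with an estimated correlation). Of 23 genes of polyamine, arginine and proline metabolism, 12 of them in Table S2, 8 were lower and none higher at an unadjusted p. SRM, spermidine synthase, had 103 and 75.5 against 59.2 and 39.7 FPKM (controls against GAP43), AGMAT, agmatinase, 29.8 and 28.3 against 19.6 and 19.9 FPKM, and PYCRL, an enzyme of proline synthesis, 7.35 and 6.76 against 3.77 and 4.44 FPKM. That list's median was -0.43, -0.26 and -0.53 in GAP43 replicates 1 and 2 (camera adjusted p = 1.2e-05; adjusted p = 0.608 with an estimated correlation). Mitochondrial import genes (14 of 28 in Table S2) had a median of -0.46, with -0.31 in GAP43 replicate 1 and -0.60 in GAP43 replicate 2, with 9 lower (camera adjusted p = 3.2e-08; adjusted p = 0.608 with an estimated correlation). Nuclear-encoded genes of oxidative phosphorylation (8 of 75 in Table S2) had a median of -0.35, with -0.17 in GAP43 replicate 1 and -0.57 in GAP43 replicate 2, with 2 lower (camera adjusted p = 1.4e-10; adjusted p = 0.608 with an estimated correlation). NDUFS4, a subunit of complex I, had 30.0 and 37.1 against 22.8 and 15.2 FPKM. Cholesterol biosynthesis genes (6 of 22 in Table S2) had a median of -0.35 with 1 lower, NSDHL at 21.8 and 23.4 against 16.7 and 11.6 FPKM (camera adjusted p = 7.2e-04; adjusted p = 0.608 with an estimated correlation), but -0.54 in GAP43 replicate 1 and -0.14 in GAP43 replicate 2. Without control replicate 2 this median was -0.11, without control replicate 1 -0.63, and without GAP43 replicate 1 -0.14 (camera adjusted p = 0.297, 7.7e-09 and 0.526). In none of these lists did a gene pass an adjusted p over all genes or when adjusted over the list alone. Protein-coding genes outside the cytosolic ribosome also had lower medians where abundant, with -0.27 at 30 to 100 FPKM and -0.004 at 1 to 10 FPKM. Camera compares a list with all genes tested and these lists were not matched on abundance, so they cannot be told apart from that shift. Among the 383 lower genes, 5 were cytosolic ribosomal protein genes and 2.24 are given by chance (Fisher's exact test, one-sided, adjusted p = 0.220). With a constant prior variance 12 of them were lower (Fisher's exact test, adjusted p = 3.8e-06) and with library weights 6 (adjusted p = 0.0415). By voom, chosen after seeing the data, 19 were lower (Fisher's exact test, adjusted p = 5.4e-09). Fisher's test counts these genes as independent, while their estimated correlation was 0.740. Their median was -0.84 without GAP43 replicate 1 and -0.44 without control replicate 2, fits that each leave 1 library in a group.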

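CDK4, a kinase of the G1 phase, had 44.6 and 42.7 FPKM in the control libraries and 36.4 and 22.2 FPKM in the GAP43 libraries, and MYC, a transcription factor of cell growth, had 97.9 and 125 against 79.4 and 93.9 FPKM (controls against GAP43). None of the 38 tested proliferation genes (1 in Table S2) passed an unadjusted p under 0.05 by limma, and their median log2 fold change was -0.14, with -0.05 in GAP43 replicate 1 and -0.21 in GAP43 replicate 2 (camera adjusted p = 0.0469; adjusted p = 0.730 with an estimated correlation). It was -0.05 without GAP43 replicate 2, -0.07 without control replicate 1 and -0.03 with FPKM divided by its sum (camera adjusted p = 0.781, 0.846 and 0.151), and the call was also lost with median-ratio scaling and over protein-coding genes alone (camera adjusted p = 0.0700 and 0.217). Of 24 cell-cycle inhibitors and growth arrest genes (5 in Table S2), 5 were higher and none lower, with 1 higher, YPEL3, when adjusted over the list alone. FOXO4, a transcription factor, had 1.97 and 2.00 against 3.55 and 3.48 FPKM, and TXNIP, a regulator of glucose uptake, 6.09 and 10.9 against 13.2 and 21.5 FPKM. That list's median was 0.08, with 0.11 in GAP43 replicate 1 and 0.00 in GAP43 replicate 2 (camera adjusted p = 0.00688; adjusted p = 0.608 with an estimated correlation). It was -0.03 without control replicate 1, 0.25 without control replicate 2 and 0.00 without GAP43 replicate 1 (camera adjusted p = 0.846, 9.3e-07 and 0.262). Of 27 migration and mesenchymal genes (5 in Table S2), 3 were lower, CD44, PLAU and L1CAM, and none higher, with none when adjusted over the list alone. PLAU, urokinase, had 12.8 and 24.3 against 11.7 and 4.92 FPKM, and ANXA1, a membrane-binding protein, 50.5 and 58.2 against 45.7 and 11.8 FPKM. The list's median was -0.41 (camera adjusted p = 0.00676; adjusted p = 0.619 with an estimated correlation), but -0.06 in GAP43 replicate 1 and -0.43 in GAP43 replicate 2, and -0.10 without control replicate 2 (camera adjusted p = 0.219). Without GAP43 replicate 2 the camera adjusted p was 0.322, and without control replicate 1 the median was -0.67. Glycolysis genes (4 of 20 in Table S2) had a median of -0.30, with -0.20 in GAP43 replicate 1 and -0.36 in GAP43 replicate 2, with 1 higher, the lactate carrier SLC16A1 at 47.9 and 45.6 against 60.8 and 75.2 FPKM (camera adjusted p = 0.0469; adjusted p = 0.650 with an estimated correlation). Without control replicate 2 that median was -0.07 and without GAP43 replicate 1 -0.36 (camera adjusted p = 0.941 and 0.101), and the call was also lost with library weights and over protein-coding genes alone (camera adjusted p = 0.0508 and 0.145). From the enriched pathways of its up-regulated and down-regulated genes, the paper proposes that overexpressed GAP43 acts on membrane transporters, and through them lowers metabolism, proliferation, invasion and migration.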

**Fig. 4:**
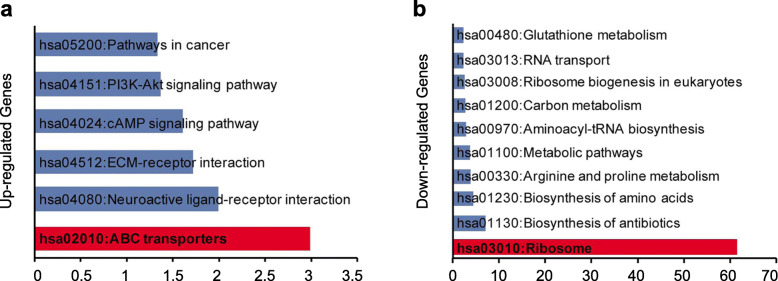
Functional pathway enrichment analysis. **a** The upregulated DEGs or **b** down-regulated DEGs are involved in various KEGG biological pathways

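CD55, a complement-regulating surface protein, was lower in both GAP43 libraries, with 1.13 and 2.08 FPKM in the control libraries and 0.725 and 0.377 FPKM in the GAP43 libraries, a log2 fold change of -0.73 (standard error 0.29) at an unadjusted p of 0.0442 by limma. RUVBL1, an ATPase of chromatin remodelling complexes, had 22.0 and 22.5 against 18.3 and 13.3 FPKM (controls against GAP43), a log2 fold change of -0.48 (standard error 0.21) at an unadjusted p of 0.0553 by limma. ABCC4, an exporter of nucleotides and drugs, had 7.65 and 8.52 FPKM in the control libraries and 6.78 and 7.74 FPKM in the GAP43 libraries, a log2 fold change of -0.14 (standard error 0.17) at an unadjusted p of 0.436 by limma. Of GAP43, FILIP1L, ABCB1, ABCC4, ABCC6, S100A14, CD55 and RUVBL1, the genes measured by qRT-PCR in the paper, 7 were tested, since ABCB1 lay below 1 FPKM on average. FILIP1L and GAP43 were higher and S100A14 and CD55 lower at an unadjusted p under 0.05, none at an adjusted p over all genes, and FILIP1L, GAP43 and S100A14 when adjusted over the list alone. The study chose these genes on these samples, so this is not independent evidence. Their median log2 fold change was -0.14 (camera adjusted p = 0.653). Table S2 gives 3 of the 7 as higher and 3 as lower, so opposite changes cancel and this test decides nothing about them. CD55 lost its unadjusted call without GAP43 replicate 2, at -0.57, and without control replicate 2, at -0.47 (limma, unadjusted p = 0.113 and 0.312). It also lost it with a pseudocount of 0.1, without a filter, with median-ratio scaling, with FPKM divided by its sum and with library weights (limma, unadjusted p = 0.0577, 0.0613, 0.0519, 0.0680 and 0.0640). RUVBL1 passed with library weights, over protein-coding genes alone and by voom, chosen after seeing the data (limma, unadjusted p = 0.0458, 0.0476 and 0.0352). It passed without GAP43 replicate 1 at -0.70 and did not without GAP43 replicate 2, at -0.27 (limma, unadjusted p = 0.00462 and 0.126).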

The expression levels of the most significant DEGs in RNA-seq data were confirmed by qRT-PCR in GAP43-overexpressed and control SW620 cells (Fig. 5). Furthermore, we applied these DEGs into IPA analysis, and we found that the most significant is the EIF2 signaling pathway (−log(*p*-value) = 25.5 and z-score = − 4.802) (Fig. 6a) [21, 22]. 

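All 58 genes that Table S5 gives for EIF2 signaling had a log2 fold change below 0, and 57 lay below both control libraries in both GAP43 libraries. At an unadjusted p under 0.05 by limma, 9 were lower, none at an adjusted p over all genes and none when adjusted over the list alone. WARS, the tryptophanyl-tRNA synthetase, had 21.0 and 32.6 FPKM in the control libraries and 16.6 and 14.0 FPKM in the GAP43 libraries, a log2 fold change of -0.74 (standard error 0.25). EIF2S2, the beta subunit of eIF2, had 122 and 163 against 116 and 78.9 FPKM (controls against GAP43), and EIF2B3, a subunit of its exchange factor, 12.2 and 12.5 against 9.69 and 6.77 FPKM, log2 fold changes of -0.55 (standard error 0.29) and -0.55 (standard error 0.20). EIF3E and EIF3I, subunits of eIF3, had 53.8 and 81.1 against 53.4 and 37.9 FPKM and 186 and 199 against 159 and 113 FPKM. The unadjusted p by limma was 0.0240 for WARS, 0.0347 for EIF2B3, 0.101 for EIF2S2, 0.102 for EIF3E and 0.0901 for EIF3I. The median of the list was -0.57, -0.28 in GAP43 replicate 1 and -0.86 in GAP43 replicate 2 (camera adjusted p = 4.4e-17; adjusted p = 0.608 with an estimated correlation). The study chose these genes for their change in these libraries, so their shared direction is not independent evidence. Members shared with the cytosolic ribosomal protein list were not removed, so this result is not separate from that of the ribosomal list. Without GAP43 replicate 2, WARS was -0.62, EIF2B3 -0.32 and EIF2S2 -0.27 (limma, unadjusted p = 0.0664, 0.0865 and 0.270). Without control replicate 2, WARS was -0.43 and EIF2B3 -0.53 (limma, unadjusted p = 0.236 and 0.134), and without control replicate 1, EIF2B3 was -0.57 (limma, unadjusted p = 0.109).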

In EIF2 signaling pathway, the translation initiation factor (eIF1) and transcriptional factor (ATF4 and ATF5) were significantly downregulated (Fig. 6b). These results suggested that except the function on membrane, GAP43 may also involve in the regulation of cellular translation through the EIF2 signaling pathway.

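ATF5 (chromosome 19 from 49928702 to 49933935), a transcription factor induced by ATF4, was lower in both GAP43 libraries, at 3.14 ± 0.0174 FPKM (SD, n = 2) against 5.16 ± 1.05 FPKM (SD, n = 2). ATF4 (chromosome 22 from 39519695 to 39522685), whose mRNA is translated when eIF2 is phosphorylated, had 179 and 296 FPKM in the control libraries and 156 and 119 FPKM in the GAP43 libraries. EIF1 (chromosome 17 from 41688885 to 41692668), which takes part in start codon selection, had 71.5 and 111 against 69.6 and 46.5 FPKM (controls against GAP43). For ATF4 and EIF1, control replicate 2 stood well above control replicate 1, and GAP43 replicate 1 lay near control replicate 1. Log2 fold changes were -0.56 (standard error 0.19) for ATF5, -0.76 (standard error 0.32) for ATF4 and -0.64 (standard error 0.31) for EIF1, at unadjusted p of 0.0223, 0.0545 and 0.0823 by limma and adjusted p of 0.692, 0.692 and 0.692. ATF5 lost its unadjusted call without control replicate 1, at -0.39, and with FPKM divided by its sum, at -0.54 (limma, unadjusted p = 0.231 and 0.0527). ATF4 passed with a constant prior variance and over protein-coding genes alone (limma, unadjusted p = 0.0422 and 0.0447), and ATF4 and EIF1 by voom, chosen after seeing the data (limma, unadjusted p = 0.0211 and 0.0398). Without GAP43 replicate 1, ATF4 and EIF1 passed at -0.95 and -0.92 (limma, unadjusted p = 0.0275 and 0.0196), and without control replicate 2 they were -0.40 and -0.32 (limma, unadjusted p = 0.464 and 0.482).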

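Targets of ATF4, which serve amino acid synthesis and the integrated stress response, were lower in the GAP43 libraries than the control mean and varied between the control libraries. PCK2, PYCR1 and MTHFD2, which serve gluconeogenesis, proline synthesis and folate metabolism, had 13.7 and 25.2 against 11.3 and 9.83 FPKM, 64.3 and 85.2 against 45.7 and 51.3 FPKM and 17.8 and 35.5 against 15.8 and 11.4 FPKM (controls against GAP43). Of 34 tested genes of this list (13 in Table S2), 5 were lower and none higher at an unadjusted p under 0.05 by limma, none at an adjusted p and none when adjusted over the list alone. The median log2 fold change was -0.41, with -0.34 in GAP43 replicate 1 and -0.60 in GAP43 replicate 2, while control replicate 2 exceeded control replicate 1 by 0.75 (camera adjusted p = 1.5e-05; adjusted p = 0.608 with an estimated correlation). Without control replicate 2 the median was -0.14 (camera adjusted p = 0.338), and without control replicate 1 -0.89. All 20 aminoacyl-tRNA synthetases, which load amino acids on tRNA, had a log2 fold change below 0 (10 in Table S2). Their median was -0.46, with -0.26 in GAP43 replicate 1 and -0.64 in GAP43 replicate 2. Over the 4 libraries the camera adjusted p was 9.0e-07, and 0.608 with an estimated correlation. Without control replicate 2 the median of the synthetases was -0.23. At an unadjusted p under 0.05 by limma, 2 of them, WARS and VARS, were lower. VARS had 51.1 and 50.1 against 37.6 and 34.0 FPKM. From the IPA result, the paper proposes that GAP43 takes part in the regulation of translation through EIF2 signaling.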

**Fig. 5:**
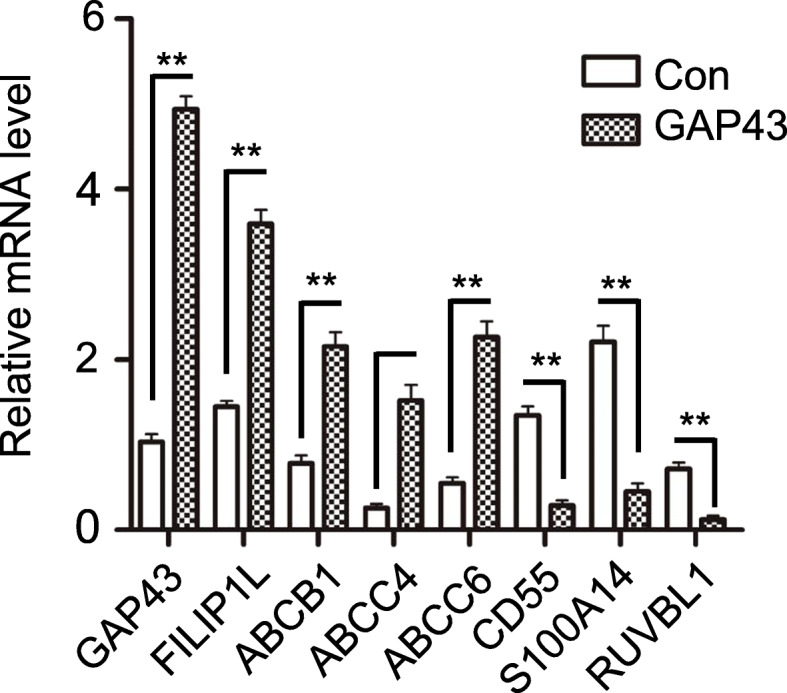
The expression levels of the most significant DEGs in RNA-seq data were confirmed by qRT-PCR in GAP43-overexpressed and control SW620 cells

**Fig. 6:**
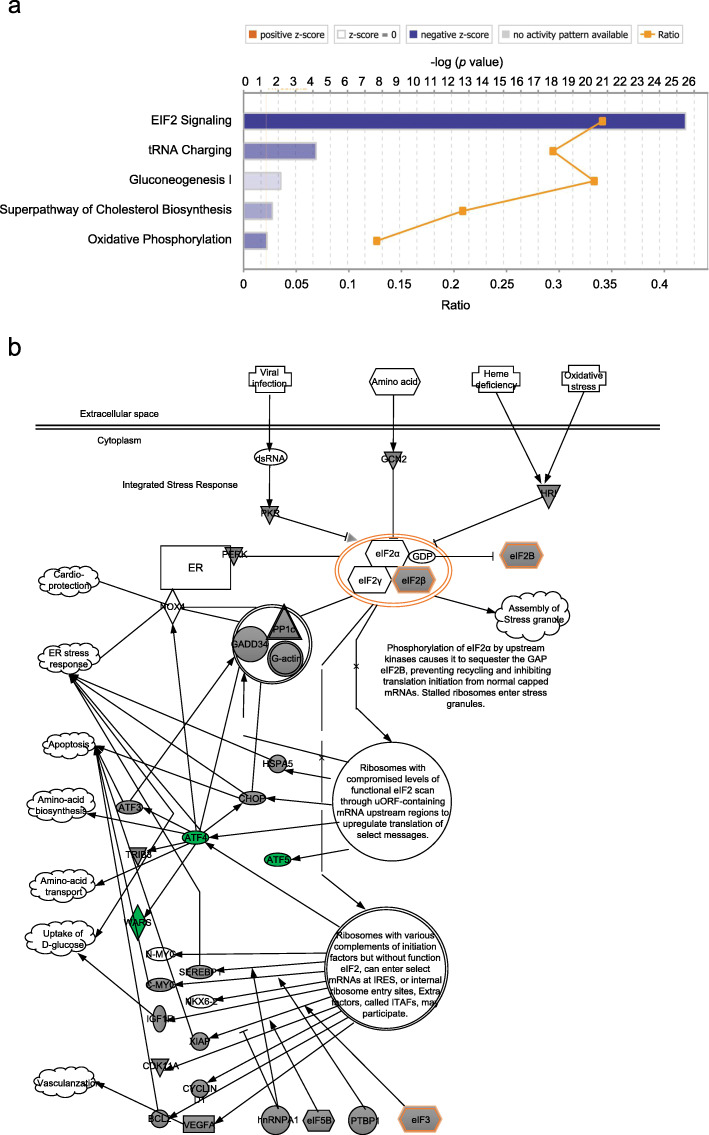
IPA analysis and EIF2 signaling pathway. **a** IPA analysis. **b** EIF2 signaling pathway

## Discussion

In previous studies, the functional studies of GAP43 were focused on the neuronal development, and the protein was considered to play crucial roles in effective regenerative responses, and learning and memory processes of the nervous system [23–25]. GAP43 is highly expressed in nervous system, and also biasedly expressed in indigestive tissues, including duodenum, small intestine, colon and appendix. Recent study has shown that GAP43 serves as a specific biomarker of relapsed or refractory neuroblastoma [26, 27]. However, the relationship between GAP43 and CRC development has been uncovered. In this study, we confirmed that GAP43 is expressed in human colon tissues, but is downregulated in CRC cells and tissues due to the methylation of its promoter region.

Aberrant epigenetic changes frequently occur in human colorectal cancer. The accumulation of numerous epigenetic alterations may drive the initiation and progression through the adenoma-carcinoma sequence [28, 29]. We found the expression pattern of GAP43 in colorectal cancer cells was closely associated with cancer-linked DNA hypermethylation, and the methylation status of GAP43 promoter did not change in different colorectal cancer cell lines (Fig. 2c). Additionally, we found that the expression level of GAP43 in immortalized colorectal epithelial cell line NCM460 was significantly higher than those in CRC cell lines, but it was dramatically reduced compared to normal colorectal tissues (Fig. 1b). Thus, when comparing the *GAP43* gene expression patterns in a series of CRC cell lines, immortalized colorectal epithelial cell line, tumor cells and normal cells, we deduced that the accumulation of aberrant methylation of *GAP43* gene might drive the initiation of CRC.

Further transcriptome analysis indicated multiple potential biological functions of GAP43 in CRC. The most significant different expression gene is upregulated *FILIP1L*, downregulated *KRT6A* and *S100A14*. While FILIP1L is a WNT pathway inhibitor [15], and the reduction of *FILIP1L* in ovarian cancer is associated with poor survival, progression and chemoresistance [30]. Previous studies showed that KRT6A and S100A14 were involved in cell migration and cell proliferation [16, 17, 20]. These results remind us that the reduced level of GAP43 in CRC due to its transcriptional alterations might regulate some potential signaling pathways associated with tumorigenesis, such as WNT signaling.

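FILIP1L led the WNT genes by p, and WNT6, a secreted WNT ligand, was higher in both GAP43 libraries, with 2.62 and 2.52 FPKM in the control libraries and 3.97 and 5.75 FPKM in the GAP43 libraries. BAMBI, a target of WNT signaling that inhibits TGF-beta receptors, had 71.6 and 61.4 against 97.4 and 91.4 FPKM (controls against GAP43). CD44, also a WNT target, was the 1 lower gene. Of 30 tested targets and regulators of WNT signaling, 3 were higher at an unadjusted p under 0.05 by limma, none at an adjusted p over all genes and 1, FILIP1L, when adjusted over the list alone. The study named FILIP1L on these samples, so this is not independent evidence, and 5 of the tested members stand in Table S2. The median log2 fold change was 0.22, 0.12 in GAP43 replicate 1 and 0.25 in GAP43 replicate 2 (camera adjusted p = 0.00131; adjusted p = 0.608 with an estimated correlation). The log2 fold changes of WNT6 and BAMBI were 0.70 (standard error 0.20) and 0.50 (standard error 0.21).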

In KEGG_PATHWAY category, we found that the upregulated genes were clustered into 6 subcategories including ATP-binding cassette (ABC) transporters (*p* = 0.001). ABC transporters constitute a superfamily of membrane proteins that couple the hydrolysis of adenosine triphosphate (ATP) to vectorial transport of substrates across biological membranes [31]. Previous studies have showed that ABC superfamily utilizes the free-energy from ATP hydrolysis to shuttle many different substrates across various biological membranes, and consequently, are involved in both normal and abnormal physiology [32]. In this study, we found that with the overexpression of GAP43 in CRC cells, the expression of ABC transporters is also upregulated. However, the expression of bothGAP43 and ABC transporters is down-regulated in CRC tissues and cell lines, which indicates that ABC transporters might be related with the development of CRC.

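Across the ABC transporter family the GAP43 libraries held genes on both sides of the controls. ABCC2 and ABCB10, transporters of the cell membrane and of mitochondria, lay below both controls, with 9.91 and 10.8 FPKM in the control libraries and 8.89 and 7.15 FPKM in the GAP43 libraries for ABCC2 and 9.45 and 8.35 against 7.35 and 6.67 FPKM (controls against GAP43) for ABCB10. ABCC5, an exporter of the cell membrane, lay above both controls, with 4.13 and 2.60 against 4.20 and 5.42 FPKM. The log2 fold changes were -0.34 (standard error 0.18) for ABCC2, -0.30 (standard error 0.16) for ABCB10 and 0.43 (standard error 0.23) for ABCC5. Of the 44 genes listed for the family, 41 were in the file and 19 reached a mean of 1 FPKM, 3 of these in Table S2. None of these was higher or lower at an unadjusted p under 0.05 by limma, at an adjusted p over all genes or when adjusted over the list alone, and none was higher by voom, with 10 log2 fold changes above 0 and 9 below. In the fit without the filter, 29 of 40 family members lay above 0 and 11 below. The median was 0.00, 0.02 in GAP43 replicate 1 and 0.03 in GAP43 replicate 2 (camera adjusted p = 0.491). Among the 412 higher genes, 0 ABC transporters were found and 0.580 are given by chance (Fisher's exact test, one-sided, adjusted p = 1). Without GAP43 replicate 1, 4 were higher at an unadjusted p (adjusted p = 0.233 by the same test).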

In addition, we analyzed the transcriptome of GAP43 overexpressed CRC cells through DAVID and IPA. The IPA analysis showed that EIF2 signaling pathway is the most significant psychological phenomena (−log(*p*-value) =25.5 and z-score = − 4.802) (Fig. 6a, Supplementary Table S5), and three important members (eIF1, ATF4, ATF5) of EIF2 signaling pathway were significantly downregulated (Fig. 6b). Incidentally, we also found that GAP43 is differentially expressed, elevated or decreased in gastric cancer. Survival analysis showed that there was no significant change in survival of gastric cancer patients with low or high expression of GAP43 (Fig. S4). However, we found that patients with gastric cancer who were treated with the 5-FU anticancer drug had higher survival rates in patients with high GAP43 expression than those with low expression (Fig. S4). This suggests that GAP43 is likely to be associated with drug resistance to cancer chemotherapy drugs. Considering that the tolerance of chemotherapy drugs is related with ABC transporters, and GAP43 level is associated with the expression of ABC transporters. Therefore, GAP43 might affect the chemotherapy drug resistance in cancer patients through ABC transporter-mediated signaling pathway.

## Conclusions

GAP43 is expressed in human indigestive tissues, including colon tissues, but is downregulated in CRC due to the methylation of its promoter region. The RNA-Seq transcriptome data analysis showed the gene expression profile between GAP43-overexpressed and control CRC cells. The analysis of GAP43-overexpressed versus control CRC cell line data gives insight into potential genes and pathways that may uncover the functional roles of GAP43 in the development of human CRC and expand the knowledge of the CRC progression.

## Supplementary Information

**Additional file 1: Supplementary Figure S1.** Mutation and expression level analysis of GAP43 in CRC tissues with online database. a Expression of GAP43 in CRC (COAD and READ). b Mutation level of GAP43 in CRC tissues with cBioPortal database. **c** Expression level of GAP43 in CRC tissues with Oncomine database.

**Additional file 2: Supplementary Figure S2.** Correlation analysis of GAP43 expression level and its promoter methylation level in colon adenocarcinoma (a) and rectal adenocarcinoma (b).

**Additional file 3: Supplementary Figure S3.** Bisulfite genomic sequencing was performed to analyze the methylation status of the ABCC1 (a), ABCG2 (b), HAND1 M1 (c) and HAND1 M2 (d) promoters in CRC cell line HCT116. Multiple CpG islands in the promoter regions were analyzed.

**Additional file 4: Supplementary Figure S4.** Kaplan-Meier Plotter survival analysis of GAP43 in gastric cancer with or without different treatments. a gastric cancer. b gastric cancer with surgery only. c gastric cancer with 5-FU based adjuvant.

**Additional file 5: Supplementary Table S1.** Quality Control (QC) of our RNA-seq data.

**Additional file 6: Supplementary Table S2.** GAP43 overexpression related genes revealed by RNA-seq. (*p*-value< 0.05).

**Additional file 7: Supplementary Table S3.** DAVID analysis (GO_BP) of GAP43 overexpression related genes (*p*-value < 0.05).

**Additional file 8: Supplementary Table S4.** DAVID analysis (KEGG) of GAP43 overexpression related genes (*p*-value < 0.05).

**Additional file 9: Supplementary Table S5.** IPA Canonical Pathways of GAP43 overexpression related genes.

**Additional file 10: Supplementary Table S6.** Clinical Information of three CRC samples used in expression analysis of GAP43.

**Additional file 11: Supplementary Table S7.** Primers for qRT-PCR.

## Data Availability

All data generated or analyzed during this study are included in this published article. The RNA-seq datasets analyzed in the present study are available from the GEO repository, GSE145180 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE145 180).

## Abbreviations

GAP43: Growth associated protein 43
ABC: ATP-binding cassette transporter
EIF2: Eukaryotic initiation factor 2
CRC: Colorectal cancer
COAD: Colon adenocarcinoma
IPA: Ingenuity pathway analysis
ECM: Extracellular matrix
5-AZA-CdR: 5-AZA-2′-deoxycytidine
PI3K: Phosphoinositide 3-kinases
GPCR: G protein-coupled receptor
FGFR: Fibroblast growth factor receptor
MAPK: Mitogen-activated protein kinase
TGFB: Transforming growth factor beta
FILIP1L: Filamin A Interacting Protein 1 Like
KRT6A: Keratin 6A
ATF: Activating Transcription Factor
S100A14: S100 Calcium Binding Protein A14
ATP: Adenosine triphosphate
DEGs: Differentially expressed genes
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
FPKM: Fragments per kilobase of exon model per million reads mapped
GEPIA: Gene Expression Profiling Interactive Analysis
DAVID: Database for Annotation, Visualization and Integrated Discovery

How the deposited data were processed for this re-analysis (not part of the article)

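RNA from SW620 cells overexpressing GAP43 (2 libraries) and control SW620 cells (2 libraries) was measured. According to the paper's methods and the deposited values, the authors purified poly(A) RNA, primed cDNA with random hexamers, sequenced paired ends and gave FPKM values per gene and library. In the deposited FPKM values each number is a count of fragments scaled by the authors to the length of the gene model and to the library. The denominator of each library differed from the sum of its recovered fragments, so a further scaling is included. The submitters' processing notes name TopHat2 2.0.13, Cufflinks 1.1, Cuffdiff without a version and the build hg19, without saying which step gave the values. The counting tool, annotation release and strand setting are not given in the sources used here. Of 33845 gene IDs, 33057 were found in GENCODE release 29, and 96.5% of these had the same start there on GRCh38, so positions are those of GRCh38.

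Recovered fragments were the FPKM times the gene length over the smallest such step of each library, and they summed to 17473071 to 21883137 per library. The normalized values printed in Table S2 equalled these fragments over median-ratio factors, with a largest relative difference of 4.9e-06. Fragments without molecular identifiers are not independent molecules. No pair of libraries was near a copy of another, since the chi-square per degree of freedom between libraries, which is near 1 for counting noise alone, ran from 18.5 to 106.

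Genes with a mean of at least 1 FPKM over the 4 libraries were compared as log2(FPKM + 1) between the groups with limma 3.58.1 (lmFit, and eBayes with a trended prior variance, prior degrees of freedom 4.22) in R 4.3.3, 2-sided, with the Benjamini-Hochberg adjustment over all genes tested. A log2 fold change is the difference of the group means on this scale, and a value given for 1 library is its difference from the mean of the controls. Lists with at least 5 tested members were tested with limma's camera at a preset inter-gene correlation of 0.01 and again with an estimated correlation, adjusted over 32 lists, and 0 lists passed with the estimated correlation. Over-representation used a one-sided Fisher's exact test against all genes tested, adjusted over 3 lists. GC content and lengths were computed with Python 3.11.15 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9.

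The 33 fixed lists covered cytosolic and mitochondrial ribosomal proteins, ribosome biogenesis, translation initiation factors, aminoacyl-tRNA synthetases, ATF4 and the integrated stress response, mitochondrial import, oxidative phosphorylation, mitochondrially encoded genes, cholesterol biosynthesis, polyamine, arginine and proline metabolism, glycolysis, proliferation, cell-cycle inhibitors, WNT signaling, keratins and S100 proteins, migration, ABC transporters, extracellular matrix, solute carriers, neuronal genes, interferon response, p53 targets, chaperones of the endoplasmic reticulum, heat shock proteins, hypoxia, nuclear noncoding RNAs, colorectal identity, histones, housekeeping genes, and markers of fibroblasts, leukocytes and endothelium. The other 4 lists came from the study. The fixed lists were written from general knowledge after the supplementary tables of the paper, which name its changed genes, had been read. Genes named are those of the paper's text, figures and Table S4, whose values in Table S2 had been seen, the 10 higher and 10 lower protein-coding genes with the smallest p and no overlap between the groups, and up to 4 members with the smallest p of each list.

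The gene test was tried on simulated data with the spread of these libraries. At an adjusted p under 0.05 it called 1.49% of genes simulated with a 1.5-fold change, 20.9% with a 2-fold change and 93.9% with a 4-fold change. The list test was tried on a separate simulation with a narrower spread and with genes drawn independently. There a list at a log2 change of -0.5 was recovered at -0.48, and 0 of 30 unchanged lists were called. False calls of lists at the spread and inter-gene correlation of these libraries were not simulated. Alternatives were another pseudocount, other filters, 2 other scalings, library weights, a constant prior variance, a replicate block, protein-coding genes alone, an estimated correlation and leaving out each library. The library weights came out equal within each group, at 1.71 for the control and 0.584 for the GAP43 libraries. They are therefore no check on GAP43 replicate 2 alone. Voom on the recovered fragments, the authors' p-values of Table S2 adjusted over the genes tested here, and the smaller pseudocount without a filter were added after seeing the data. The qRT-PCR, methylation, survival and cell assays of the paper were not analysed here.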

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

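The test without control replicate 2 for the ATF4 list was chosen only after its result was seen. So were the requirement that most members of a list lie above both controls and the way a 95% range was set against what each explanation allows. The last of these moved 3 explanations from open to argued against. Of these, GC content and gene length are left open again below, both for the ABC transporter genes and for the ATF4 list.

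Of the 10 protein-coding genes with the smallest p above both controls in both GAP43 libraries, 8 are not discussed by the paper and had at least 1.5 times the higher control in each GAP43 library. PDP1 had a log2 fold change of 1.08, TNFAIP2 of 0.89, YPEL3 of 0.97 and KRT83 of 1.11. C10orf54, an immune checkpoint protein also named VSIR, had 0.75, SBSPON 0.74, CALCOCO1 0.65 and CLIC3 0.85. None passed an adjusted p under 0.05 by limma (adjusted p = 0.692), and all passed an unadjusted p under 0.05. Mitochondrially encoded genes, which the paper does not discuss, had a median of 0.54 with 11 of 15 above both controls (5 are in Table S2), where chance gives 1 in 6 for a single gene. Their estimated correlation was 0.745, and in that setting the list lost its call (camera adjusted p = 0.608, against 8.9e-05 with the preset one). It also did so without a filter (camera adjusted p = 0.122). No list kept its call with an estimated correlation, so this loss cannot be laid to the correlation of these genes alone.

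Cytosolic ribosomal protein genes had a median log2 fold change of -0.55. A dependence on GC content and gene length is argued against as the whole cause, since -0.40 was left after a smooth fit on both was subtracted (95% range -0.43 to -0.38), and so is the authors' scaling, since -0.49 was left with each library divided by its median ratio (-0.52 to -0.46). A shift of all abundant mRNAs stays open, because protein-coding genes matched in mean FPKM had a median of -0.38 and the ribosomal protein genes lay -0.18 from them (-0.20 to -0.15), 76 of 79 below, which is more than the 0.10 such a shift allows and less than the 0.25 set beforehand to argue against it. The ranges treat genes as independent, while the estimated correlation between these genes was 0.740. An effect of GAP43 overexpression may add to such a shift, and with 1 comparison of 2 libraries against 2 it cannot be told apart from the shift. Nor can it be told apart from effects of the plasmid or of selection. The list changed more in GAP43 replicate 2 (-0.84 against -0.24 in GAP43 replicate 1), the library with the lower GAP43 level. This runs against an effect that grows with the level.

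The 6 ABC transporter genes of Table S4 were higher in GAP43 replicate 2 than in the other libraries. Their median difference from the mean of the other libraries was 1.81 on log2(FPKM + 0.1), a scale that gives larger values for low genes than log2(FPKM + 1). After a smooth fit on GC content and gene length was subtracted, 99.2% of this difference was left (95% range 64.9% to 111%). This decides little, since the study picked these genes for their rise and the fit explained 10.4% of the variance over other genes. Genes picked so would keep most of their difference in any case, so GC content and gene length stay open. Reads from genomic DNA are argued against as the whole cause. The 45 olfactory receptor genes, which were not picked for a rise, gained a mean of 0.148 FPKM (0.378 against 0.230 FPKM). The 6 genes gained a median of 1.79 FPKM, so the olfactory gain was 8.27% of theirs (1.33% to 20.0%). That percentage is lowered by the choice of genes with a large gain, and a part from genomic DNA stays open. Both ranges resample genes, not libraries. A rise of low genes in general stays open. Matched genes had a median of 0.21 on log2(FPKM + 0.1), and the study picked these 6 for their rise, so their median percentile of 98.8 (97 to 99.5) decides nothing. An effect of GAP43 in 1 GAP43 library alone may be present and was not tested, though that library had the lower GAP43 level of the 2 (GAP43 9.89 against 16.3 FPKM), which runs against an effect that grows with the level.

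Genes of ATF4 and the integrated stress response had a median log2 fold change of -0.41. After a smooth fit on GC content and gene length was subtracted, -0.33 was left (95% range -0.52 to -0.14). That range ends near the -0.10 such a bias allows and is too narrow, so GC content and gene length stay open. A higher level in control replicate 2 alone may account for the difference and stays open, since without that library the median was -0.14 (-0.31 to 0.02), a range that holds both 0 and a clear difference. Both ranges resample genes, not libraries, and treat genes as independent. The estimated correlation between these genes was 0.532, so the ranges are too narrow. An effect of GAP43 overexpression also stays open and cannot be told apart from the higher level in control replicate 2 or from effects of the plasmid or of selection.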

How the results depend on the processing

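Voom on the recovered fragments, the authors' p-values and the smaller pseudocount without a filter were chosen only after the results were seen, and the others before. At an adjusted p, 5 genes were higher and 3 lower by the authors' p-values, and leaving out 1 library gave 0 to 11 higher and 0 to 4 lower, the highest without control replicate 1. At an unadjusted p, 1070 genes were higher and 676 lower without a filter, where more genes were tested, 223 were higher over protein-coding genes alone, where fewer were, 213 were lower with FPKM divided by its sum, and 266 higher and 618 lower by voom. Leaving out 1 library gave 270 (without control replicate 2) to 1565 (without GAP43 replicate 1) higher and 77 to 2513 lower, where a lone library is assumed to vary like the other group.

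With an estimated correlation 0 lists were called lower and 0 higher, against 17 and 3. The medians -0.55, -0.34 and -0.41 of cytosolic ribosomal proteins, initiation factors and the ATF4 list stayed as before, since that setting changes the test alone. It had little power on 4 libraries. The WNT list, with an estimated correlation of 0.018 near the preset 0.01, went from an unadjusted camera p of 6.5e-04 to 0.0887. The lost calls therefore cannot be laid to correlation between genes alone. Lists called higher were 5 over protein-coding genes alone and 2 to 5 with 1 library left out. Medians that passed neither before nor after turned their direction for ABC transporters with at least 1 FPKM in at least 2 libraries (-0.0340) and by voom (-0.0370), for matrix genes by voom (-0.00393) and over -0.0572 to 0.111 with 1 library left out, and for neuronal genes with that filter (-0.161), by voom (-1.7e-05) and over -0.172 to 0.140, where the highest passed. They did so with FPKM divided by its sum for colorectal identity (0.0195), p53 targets (0.0627, and 0.00492 with median-ratio scaling) and histones (0.0551), and without a filter for histones (0.00691) and the qRT-PCR genes (0.210). With 1 library left out these ran over -0.219 to 0.0416 for colorectal identity, -0.219 to 0.0530 for p53 targets, where the lowest passed, -0.128 to 0.0369 for histones, -0.233 to 9.4e-04 for chaperones of the endoplasmic reticulum, where the lowest passed, and -0.361 to 0.0815 for amino acid carriers. ABCC6 ran from -0.0378 (without GAP43 replicate 2) to 1.15 (without GAP43 replicate 1). The ATF4 list ranged from -0.89 (without control replicate 1) to -0.14 (without control replicate 2), the hypoxia list from -0.47 (without control replicate 1) to 0.65 (without control replicate 2), which turns its direction, and cell-cycle inhibitors from -0.0335 (without control replicate 1) to 0.25 (without control replicate 2), which does too. Cytosolic ribosomal proteins among the lower genes numbered 6 with library weights, 12 with a constant prior variance, 19 by voom and 0 to 74 with 1 library left out (without control replicate 2 and without GAP43 replicate 1), and matrix genes among the higher ones 4 with library weights and 4 over protein-coding genes. Beyond the numbers of genes tested, the cause was not tested.

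With replicate number as a block, 120 genes were higher and 32 lower at an adjusted p, and 655 higher at an unadjusted p. Glycolysis and proliferation genes lost their call and neuronal genes gained one (camera adjusted p = 0.167, 0.129 and 0.0107). No source used here pairs the libraries, and across genes, which are not independent replicates, the difference of replicate 2 from replicate 1 in the control group had a correlation of -0.164 with that in the GAP43 group.

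Of 555 values of 44 named genes under the alternatives, 496 kept their direction and whether they passed an unadjusted p under 0.05 by limma, 19 no longer passed, 39 newly passed and 1 turned direction. Of 404 values of the remaining lists, 338 kept both, 36 no longer passed, 12 newly passed and 18 turned direction. Depth limits genes under 1 FPKM, whose log2 fold changes depend on the pseudocount: with 0.1 in place of 1, that of ABCB1 went from 0.56 to 1.08.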

Differences from the paper's values

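Voom, the authors' p-values and the smaller pseudocount without a filter were chosen only after the values were seen, and the other alternatives before the data were examined. Table S2 prints fragments over median-ratio factors, while the main test here was limma on log2(FPKM + 1). Numbers of genes at the same p threshold therefore rest on unlike values. The paper's number of down-regulated genes at an unadjusted p under 0.05 is 582, and 383 were lower here. Within 1.5 times of the paper's number were 676 without a filter, 392 with at least 1 FPKM in at least 2 libraries, 394 with library weights and 418 over protein-coding genes alone. Voom, chosen after seeing the values, gave 618, and 92 of the paper's 582 lower genes were not among them, since 568 of these were tested and 490 called lower, while limma on log2(FPKM + 1) called 287 of the 582. The other pseudocount, both scalings, the constant prior variance, the block and leaving out each library stayed outside 1.5 times.

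Table S4 counts 6 up-regulated ABC transporter genes as the paper's value, and 0 of the fixed ABC list were higher here at an unadjusted p by limma and 0 by voom. Of the alternatives set before the data were examined, only leaving out GAP43 replicate 1 came within 1.5 times (4). The block gave 2, ABCA2 and ABCA7, leaving out control replicate 1 gave 1, and the rest gave 0. For extracellular matrix and receptor genes Table S4 counts 6 as the paper's value, and 1 was higher here. FPKM divided by its sum (4), library weights (4), the block (4), protein-coding genes alone (4) and leaving out GAP43 replicate 1 (6) came within 1.5 times, and the others, with 1 to 3, did not. The fixed list and the paper's pathway are not the same genes.

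Table S2 holds 52 lower cytosolic ribosomal protein genes, the paper's value. By limma on log2(FPKM + 1), 5 were lower here at an unadjusted p, while 73 of 79 lay below both controls in both GAP43 libraries. Leaving out GAP43 replicate 1 gave 74, within 1.5 times, and the other alternatives gave 0 to 19. The paper's log2 fold change of ABCB4 in Table S2 is 0.81, and 0.34 was found here without the filter. With a pseudocount of 0.1 and no filter, chosen after seeing the values, it was 1.38 and the paper's value lay within its standard error. With either pseudocount and no filter, 0 of the 5 genes of the paper that this was run for (ABCB1, ABCB4, ABCG2, COL27A1 and COMP) passed an unadjusted p under 0.05 by limma, so it dropped all 5, as the pseudocount of 1 did.

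The paper names the ribosome as a pathway of its down-regulated genes, and cytosolic ribosomal proteins were not over-represented among the lower genes here (Fisher's exact test, adjusted p = 0.220), though 78 of 79 had a log2 fold change below 0. They were with library weights, a constant prior variance, without GAP43 replicate 1 and by voom, chosen after seeing the values, which calls 490 of the paper's 582 lower genes and not the other 92, against 287 called by limma on log2(FPKM + 1). The paper gives ABC transporters as up-regulated, and of the 19 tested here 10 lay above 0 and 9 below, while in the fit without the filter 29 of 40 lay above 0 and 11 below. The 6 ABC genes of Table S4 themselves all had a log2 fold change above 0 here, as in the paper, from 0.34 for ABCB4 to 0.66 for ABCA2 in the fit without the filter. Fig. 5 shows ABCC4 higher by qRT-PCR, and in the deposited values its log2 fold change was -0.14. The paper gives eIF1 and ATF4 as down-regulated, and they did not pass an unadjusted p here. ATF4 passed with a constant prior variance, over protein-coding genes, without GAP43 replicate 1 and by voom, and EIF1 in the last 2 of these. RUVBL1 passed with library weights, over protein-coding genes, without GAP43 replicate 1 and by voom, and EIF2S2, EIF3E, EIF3I and ABCC6 without GAP43 replicate 1, EIF3I also by voom. LAMB2, LAMA5 and ITGA7 passed under several alternatives, among them protein-coding genes alone, and HSPG2, ABCA2 and ABCA7 with the block and without GAP43 replicate 1. All 877 genes of Table S2 tested here had its sign, which is not independent evidence, since they were picked on these same libraries.

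Fig. 3a labels its vertical axis as a false discovery rate. FILIP1L lies at about 9.8 in Fig. 3a, read by eye, and the negative log10 of its unadjusted p in Table S2 is 9.82. Adjusted over the genes tested here, the authors' p-values called 5 higher and 3 lower genes.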

Other observations

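In this part voom was chosen only after the results were seen, and the grouping of genes by gene type and by abundance was not among the tests set beforehand. Genes encoded in the mitochondrial genome, which make subunits of the respiratory chain and rRNA, were higher in the GAP43 libraries as a group, with MT-ND5 at 74.9 and 65.2 against 93.3 and 123 FPKM (controls against GAP43) and MT-CYB at a log2 fold change of 0.93. All 15 tested (5 in Table S2) had a log2 fold change above 0, 2 passed an unadjusted p under 0.05 and none an adjusted p or when adjusted over the list alone. Their median was 0.22 in GAP43 replicate 1 and 0.69 in GAP43 replicate 2 (camera adjusted p = 8.9e-05; adjusted p = 0.608 with an estimated correlation). Without a filter the adjusted p was 0.122, the highest over the alternatives with the preset correlation, which began at 1.6e-07, and without GAP43 replicate 2 the median was 0.22. Heat shock proteins and chaperonins, which fold proteins, had a median of -0.33, with -0.16 in GAP43 replicate 1 and -0.46 in GAP43 replicate 2, with PFDN2, a prefoldin subunit, at 146 and 194 against 120.3 and 75.2 FPKM the 1 lower of 29, 6 of them in Table S2 (camera adjusted p = 2.8e-04; adjusted p = 0.608 with an estimated correlation). Without control replicate 1 the adjusted p of that list was 0.0687, in a range from 1.2e-06, and without GAP43 replicate 2 its median was -0.16.

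Interferon response genes had a median of 0.10, with 0.14 in GAP43 replicate 1 and 0.07 in GAP43 replicate 2, with 3 of 24 higher (4 in Table S2), among them the antiviral genes APOBEC3F at 3.21 and 2.57 against 4.29 and 5.17 FPKM and STAT2 at 10.3 and 9.39 against 13.2 and 13.9 FPKM (camera adjusted p = 0.0623). Over protein-coding genes alone that adjusted p was 0.00518, by voom 0.0495, without GAP43 replicate 2 0.0127, without control replicate 1 0.0335 and without control replicate 2 0.460, the highest over the alternatives with the preset correlation. Hypoxia response genes (1 of 15 in Table S2) had a median of 0.05, with 0.17 in GAP43 replicate 1 and 0.09 in GAP43 replicate 2, while control replicate 2 exceeded control replicate 1 by 1.04 (camera adjusted p = 0.224). That median was -0.47 without control replicate 1 and 0.65 without control replicate 2. Of p53 targets, 1 of 19 (1 in Table S2) was lower, AEN at 12.1 and 15.5 against 9.34 and 9.29 FPKM, with a median of -0.04 (camera adjusted p = 0.448), and of -0.22 without control replicate 1 (camera adjusted p = 0.0175, up to 0.918 over the alternatives). No gene of colorectal epithelial identity (14 tested, 1 in Table S2, median -0.09, camera adjusted p = 0.803), of the endoplasmic reticulum chaperones (21, 0, -0.15, 0.0930), of the replication-dependent histones (8, 0, -0.05, 0.881) or of the nuclear-retained noncoding RNAs (11, 1, 0.17, 0.170) passed an unadjusted p under 0.05 by limma. The chaperones of the endoplasmic reticulum passed as a list without a filter, without GAP43 replicate 2 and without control replicate 1 (camera adjusted p = 0.00397, 0.0412 and 0.0232), with 0.848 the highest over the alternatives. None of the genes of these lists passed an adjusted p or when adjusted over the list alone. Of markers of other cells, 1 of 13 fibroblast, 3 of 17 leukocyte and 0 of 10 endothelial genes reached a mean of 1 FPKM, none of these is in Table S2, and none passed an unadjusted p under 0.05.

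Small and noncoding RNA genes gave more higher than lower genes at an unadjusted p under 0.05 by limma and none at an adjusted p, with 38 higher and 10 lower for miRNA genes, 21 higher and 6 lower for snRNA genes, 27 higher and 4 lower for other small RNA genes, 12 higher and 4 lower for snoRNA genes and 13 higher and 0 lower for sense intronic genes. The median miRNA gene lay at 0.10 in GAP43 replicate 1 and 0.57 in GAP43 replicate 2. Poly(A) selection does not measure most mature small RNAs, and reads of their host genes can be counted there. All snRNA genes together took 0.00363% to 0.00692% of the fragments of a library and all miRNA genes 0.0107% to 0.0269%. Values of single small RNA genes thus rest on few fragments, also above 1 FPKM. Protein-coding genes outside the cytosolic ribosome had a median of -0.38 at a mean of 100 FPKM or more, -0.16 in GAP43 replicate 1 and -0.60 in GAP43 replicate 2. The median was -0.27 at 30 to 100 FPKM, -0.15 at 10 to 30 FPKM and 0.00 at 1 to 10 FPKM. Of the lists called lower, only the cytosolic ribosomal proteins were matched on abundance. The lower medians of other lists of abundant genes, among them heat shock proteins and housekeeping genes, cannot be told apart from this shift.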
